# The fatty-acid amide hydrolase inhibitor URB597 inhibits MICA/B shedding

**DOI:** 10.1038/s41598-020-72688-y

**Published:** 2020-09-23

**Authors:** Kazuma Sekiba, Motoyuki Otsuka, Takahiro Seimiya, Eri Tanaka, Kazuyoshi Funato, Yu Miyakawa, Kazuhiko Koike

**Keywords:** Proteases, Gastrointestinal cancer, Tumour immunology, Tumour virus infections, Hepatitis B virus, Hepatitis C virus, Post-translational modifications

## Abstract

MICA/B proteins are expressed on the surface of various types of stressed cells, including cancer cells. Cytotoxic lymphocytes expressing natural killer group 2D (NKG2D) receptor recognize MICA/B and eliminate the cells. However, cancer cells evade such immune recognition by inducing proteolytic shedding of MICA/B proteins. Therefore, preventing the shedding of MICA/B proteins could enhance antitumor immunity. Here, by screening a protease inhibitor library, we found that the fatty-acid amide hydrolase (FAAH) inhibitor, URB597, suppresses the shedding of MICA/B. URB597 significantly reduced the soluble MICA level in culture medium and increased the MICA level on the surface of cancer cells. The effect was indirect, being mediated by increased expression of tissue inhibitor of metalloproteinases 3 (TIMP3). Knockdown of TIMP3 expression reversed the effect of URB597, confirming that TIMP3 is required for the MICA shedding inhibition by URB597. In contrast, FAAH overexpression reduced TIMP3 expression and the cell-surface MICA level and increased the soluble MICA level. These results suggest that inhibition of FAAH could prevent human cancer cell evasion of immune-mediated clearance.

## Introduction

Major histocompatibility complex class I polypeptide-related sequence A (MICA) and MICB are highly expressed in many infected or transformed human cells. They also tag cells for elimination by natural killer (NK) cells and T cells by activating NK group 2D (NKG2D) receptor^1–3^. We previously identified a single-nucleotide polymorphism in the 5′-flanking region of the MICA gene on 6p21.33 (rs2596452) that leads to the development of hepatocellular carcinoma (HCC) in patients with chronic hepatitis by regulating MICA/B expression^4^. Because MICA/B polymorphisms and expression are critical in human cancers^4–11^, the immune mechanisms mediated by MICA/B ligands and the NKG2D receptor are crucial for antitumor immunity and prevention of carcinogenesis.

The immune-recognition pathway comprising MICA/B and NKG2D is regulated by the proteolytic shedding of MICA/B^12,13^. Although cell-surface MICA/B facilitate the antitumor effects of NK and CD8 T cells via NKG2D receptor activation^14^, pathogenic cells escape by inducing proteolytic shedding of surface MICA/B. In this case, NK and CD8 cells cannot recognize tumor cells due to the low surface expression of MICA/B and the increased serum level of decoy MICA/B fragments^15^. Therefore, inhibition of MICA/B shedding may enhance antitumor immunity and prevent oncogenesis. Although several methods of inhibiting MICA/B shedding have been reported^3,16–18^, none are suitable for clinical use.

While we have reported several methods of increasing MICA protein levels using microRNAs, antisense nucleotides, and the clustered regularly interspaced short palindromic repeats-Cas9 system^19–21^, methods of regulating MICA/B shedding are needed to enhance immunity and develop oncogenesis-prevention strategies. Because drug repositioning enables translation of laboratory discoveries to the clinic^22^, we screened a library of protease inhibitors, most of which are under development for clinical use, to identify inhibitors of MICA/B shedding. The results may enhance NKG2D-related immune-mediated elimination of stressed human cells, such as virus-infected cells, premalignant cells, and cancer cells, by maintaining immune-mediated clearance.

## Results

### Identification of inhibitors of MICA/B shedding

We screened a compound library consisting of 53 protease inhibitors to identify inhibitors of MICA/B shedding. MICA/B expression on the cell surface was determined by flow cytometry in comparison with dimethyl sulfoxide (DMSO) as the control. Using a threshold of a > 30% increase in the cell-surface MICA/B level compared with DMSO in the first screening, we identified eight candidate drugs: actinonin, bestatin, E64-d, epigallocatechin gallate, GM6001, PMSF, URB597, and Z-Leu-Leu-CHO (Fig. 1a,b). Among those compounds, the FAAH inhibitor URB597 had the most reproducible and strongest inhibitory effect on HepG2 and Hep3B cells (Fig. 1c–e). To confirm the inhibition of MICA/B shedding by URB597, we performed a luciferase-based MICA shedding assay^23^. URB597 significantly reduced the soluble MICA level in the culture medium (Fig. 1f). Therefore, URB597 is a candidate inhibitor of MICA/B shedding.

**Figure 1:**
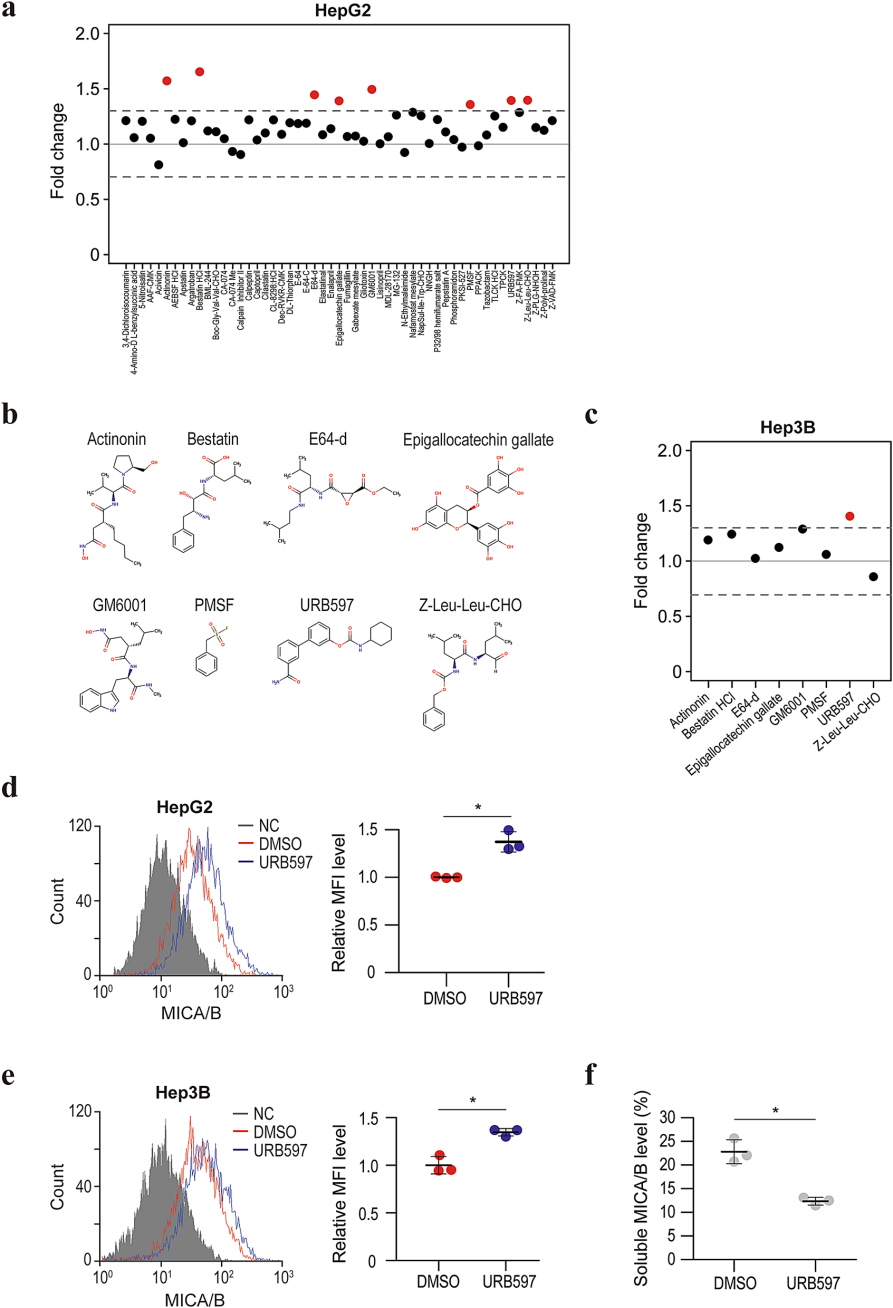
Identification of URB597 as an inhibitor of MICA/B shedding. (**a**) Fold changes in the mean fluorescence intensity (MFI) of surface MICA/B by flow cytometry in HepG2 cells after treatment for 24 h with protease inhibitors. Red, > 1.3-fold change in a biological study. (**b**) Chemical structures of the candidate compounds. (**c**) Fold changes in the MFI of surface MICA/B by flow cytometry in Hep3B cells after treatment for 24 h with the eight candidate protease inhibitors. Red, > 1.3-fold change in a biological study. (**d**) Flow cytometry of surface MICA protein levels in HepG2 cells treated with URB597 (blue line) or DMSO (control, red line). Gray-shaded histograms represent background staining with the isotype IgG. Representative results from three independent experiments are shown. Relative MFI data (*n* = 3) are shown in the right panel. Data are means ± SD. *P = 0.0035 (two-sided Welch’s *t*-test). (**e**) Flow cytometry of surface MICA protein levels in Hep3B cells treated with URB597 (blue line) or DMSO (control, red line). Gray-shaded histograms represent background staining with the isotype IgG. Representative results from three independent experiments are shown. Relative MFI data (*n* = 3) are shown in the right panel. Data are means ± SD. *P = 0.0038 (two-sided Welch’s *t*-test). (**f**) Soluble MICA/B quantification by NanoLuc assay in the culture medium of HepG2 cells treated with URB597 or DMSO. Data are means ± SD from three independent experiments. *P = 0.0025 (two-sided Welch’s *t*-test).

### URB597 inhibits MICA/B shedding via an indirect mechanism

To exclude the possibility that URB597 affects the expression of MICA/B, we next assayed the effect of URB597on MICA/B mRNA levels. The MICA/B mRNA levels were not significantly changed by URB597 (Fig. 2a), suggesting that the increase in the cell-surface MICA/B levels caused by URB597 is not due to transcriptional effects.

**Figure 2:**
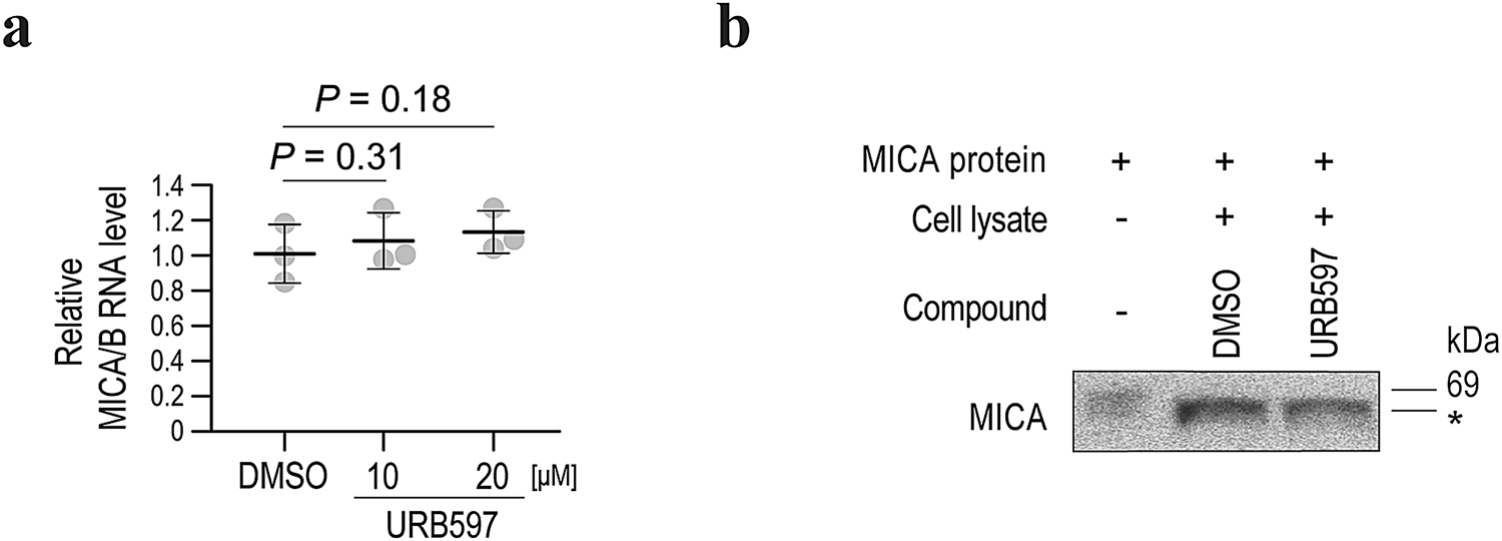
Inhibition of MICA/B shedding by URB597 is an indirect effect. (**a**) qRT-PCR analysis of the MICA/B mRNA levels in HepG2 cells treated with URB597 or DMSO (control). Data are means ± SD from three independent experiments. *P*-values of 0.31 and 0.18 (two-sided Welch’s *t*-test) were not considered to indicate statistical significance. (**b**) In vitro assay of MICA shedding by Western blotting. *Smaller sized recombinant MICA protein, probably reflecting a cleaved form. Representative images of three independent experiments are shown.

Next, we performed an in vitro MICA cleavage assay to determine whether URB597 inhibits MICA/B shedding directly or indirectly. Although application of cell lysates with recombinant MICA protein led to the production of smaller sized MICA proteins, suggesting cleavage by proteases (Fig. 2b), addition of URB597 did not affect the size (Fig. 2b). Therefore, the effect of URB597 on MICA/B shedding is indirect and likely mediated by changes in gene expression.

### Tissue inhibitor of metalloproteinases 3 (TIMP3) expression is associated with the effect of URB597 on MICA/B shedding

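HepG2 cells, an established human liver cancer line, were treated with 10 µM URB597 or with DMSO alone for 24 h. The cDNA of each condition was hybridised to 1 oligonucleotide array (3D-Gene, 1 colour), so the comparison rests on 1 array per condition, without replicates, and the number of arrays limits its precision. Each array held 24460 gene probes and 2680 blank spots. The blank spots had a mean intensity of 67.4 on the DMSO array and 59.4 on the URB597 array, and the gene probes a median intensity of 103.1 and 98.0. A probe was taken as detected when its intensity exceeded the mean of the blank spots by 2 SD. By this measure, 81.3% of the probes were detected on the DMSO array and 87.0% on the URB597 array. A single gene symbol was known for 20236 probes, no probe had several, and 4224 probes were unnamed in the annotation used. The named probes represented 17554 genes, of which 15740 were detected on at least 1 array.
The deposited scanner files give the median intensity of each spot without background subtraction. These intensities were corrected with normexp (offset 50), quantile-normalised between the 2 arrays and converted to log2. A gene with several probes was represented by its brightest probe. The log2 ratio is URB597 minus DMSO throughout. The authors' own processed values, also deposited, had the level of the blank spots subtracted and were scaled to a median of 25 on each array, and these served as an alternative. The offset draws the ratios of dim genes toward 0, so folds of dim genes are larger in the authors' values. In place of a replicate error, each ratio is given with its local spread, a robust SD of the log2 ratios of the 500 detected genes nearest in mean brightness. It describes these 2 arrays and is no test of the treatment. Gene lists were fixed before the data were examined. The median log2 ratio of each list was compared with the medians of 10000 random lists of detected genes matched on brightness, again as a description of these arrays.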

Because URB597 did not appear to regulate MICA/B shedding directly, its effect on gene expression was determined using a genome-wide cDNA array. Among the genes upregulated by URB597, we selected SERPINA3, SERPINA7, SERPIND1, and TIMP3 as candidate genes (Fig. 3a), because they are related to proteolytic pathways. Among them, TIMP3 expression was increased by URB597 in a dose-dependent manner (Fig. 3b).

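The 4 candidate genes were all brighter on the URB597 array than on the DMSO array. SERPINA3, which encodes the protease inhibitor alpha-1-antichymotrypsin, was 4.22-fold higher (log2 ratio 2.08, local spread 0.28). SERPINA7, which encodes the thyroid hormone carrier thyroxine-binding globulin, was 2.86-fold higher (log2 ratio 1.51, local spread 0.33), and SERPIND1, which encodes the thrombin inhibitor heparin cofactor II, was 2.22-fold higher (log2 ratio 1.15, local spread 0.32). TIMP3, which encodes an inhibitor of matrix metalloproteinases and of ADAM proteases, was 1.90-fold higher (log2 ratio 0.93, local spread 0.25). TIMP3 therefore stayed just under 2-fold here, while its log2 ratio was 1.06 in the authors' processed values.
None of the 500 genes nearest to SERPINA3 in brightness had a ratio as high. For SERPINA7 the share was 1.4%, for SERPIND1 2.0% and for TIMP3 2.2%. In the order of log2 ratios over the 15740 detected genes, SERPINA3 had rank 9, SERPINA7 rank 29, SERPIND1 rank 74 and TIMP3 rank 156. The paper chose these genes from the same arrays, so small shares and high ranks are no independent support for them. By the GRCh38.p14 annotation, TIMP3 lies within the SYN3 gene, whose own probe had a log2 ratio of 0.07.
Of 19 detected serpins, 16 were above 0 and 3 below, 4 were at least 2-fold higher and none was 2-fold lower. The fourth was SERPINE2, which encodes the thrombin and plasminogen activator inhibitor protease nexin-1, with a log2 ratio of 1.88 (3.37 in the authors' processed values). The median log2 ratio of the serpins was 0.37, and none of the 10000 random lists reached it. Because the paper chose 3 of these serpins from the same arrays, the median was also taken over the other 16, and it was 0.33. SERPINA11, outside the list, had a log2 ratio of 1.45 (2.34 in the authors' processed values). Of the 6 metalloproteinase inhibitors, 5 were above 0 and none was 2-fold higher in the main setting. Their median was 0.49, which none of the 10000 random lists reached, and 0.38 without TIMP3, which the paper chose from these arrays. TIMP2 had a log2 ratio of 0.94 (local spread 0.22), and it was past 2-fold in the authors' processed values (1.37), with the blank mean subtracted (1.40), with an offset of 10 (1.205) and without an offset (1.30). TIMP1 had a log2 ratio of 0.60 (local spread 0.28) and the broad protease inhibitor A2M one of 0.38. TIMP4 was dim and had a log2 ratio of -0.0020.
ADAM10 had a log2 ratio of 0.30 (local spread 0.24) and ADAM17 of -0.13 (local spread 0.21). PDIA6, which encodes the disulfide isomerase ERp5, had log2 ratios of 0.34 and 0.53 at its 2 probes. Of 22 detected members of a list of metalloproteinases and ERp5, only MMP3, which encodes stromelysin-1, was at least 2-fold higher, and none was 2-fold lower. The log2 ratio of MMP3 was 1.099, and 3.34 in the authors' processed values. Without background correction it was 0.99, just below 2-fold. In this list 18 genes were above 0, and its median was 0.07, which 19 of the 10000 random lists reached. Of those above 0, MMP7, ADAMTS1, MMP17, ADAMTS4, MMP14 and MMP19 were detected on the URB597 array only, close to the blank spots, so their signs carry little. The median of the list ranged from 0.03 to 0.42 over 12 alternatives, and it was highest with the blank mean subtracted in place of normexp.

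**Figure D1:**
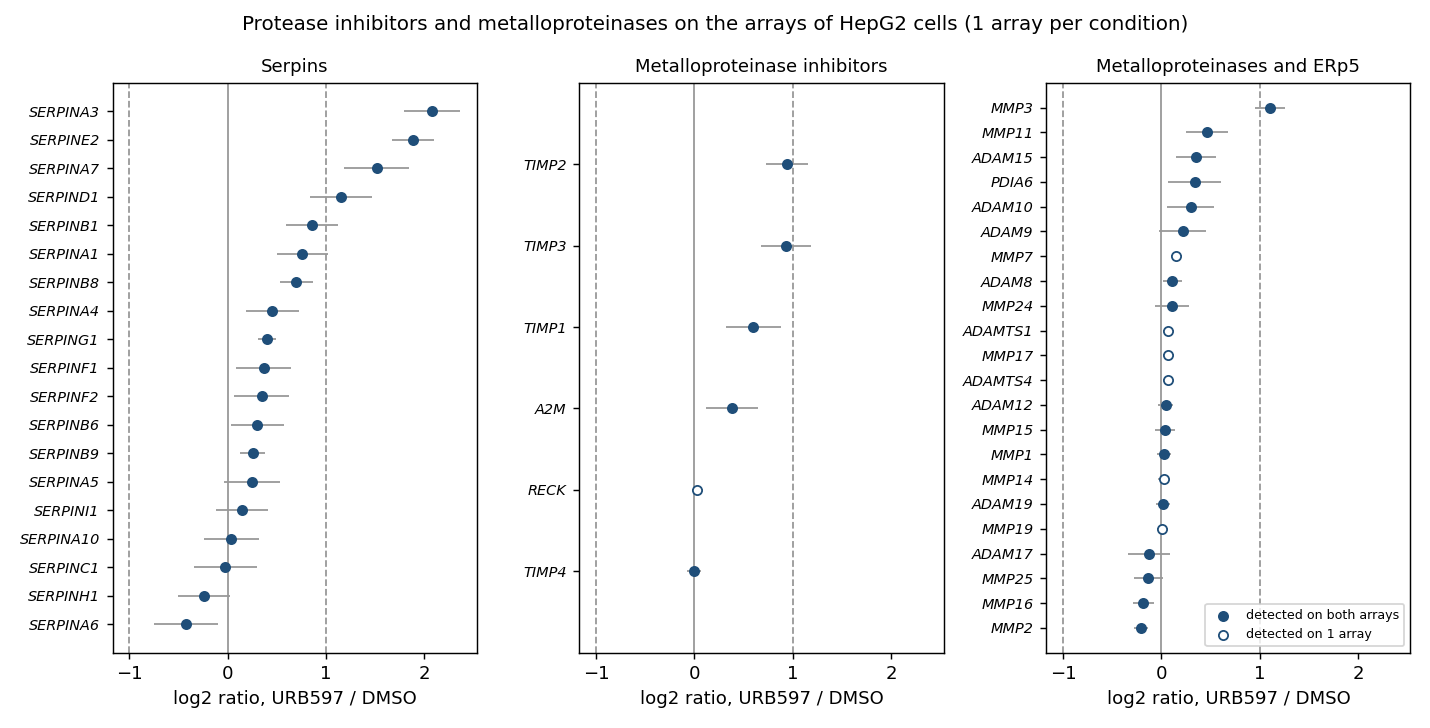
Log2 ratio (URB597 over DMSO, 1 array per condition) of every detected serpin, metalloproteinase inhibitor and metalloproteinase of the lists, with ERp5 (PDIA6). Points are genes, filled where detected on both arrays and open where detected on 1 array, bars are the local spread on either side, and dashed lines mark 2-fold. SERPINA3, SERPINE2, SERPINA7, SERPIND1 and MMP3 lie beyond the line at 1, and TIMP2 and TIMP3 lie just below it in this main setting.

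From the genes with higher signals on the URB597 array, the paper selected SERPINA3, SERPINA7, SERPIND1 and TIMP3 as candidates for the indirect effect on shedding, given their relation to proteolytic pathways.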

**Figure 3:**
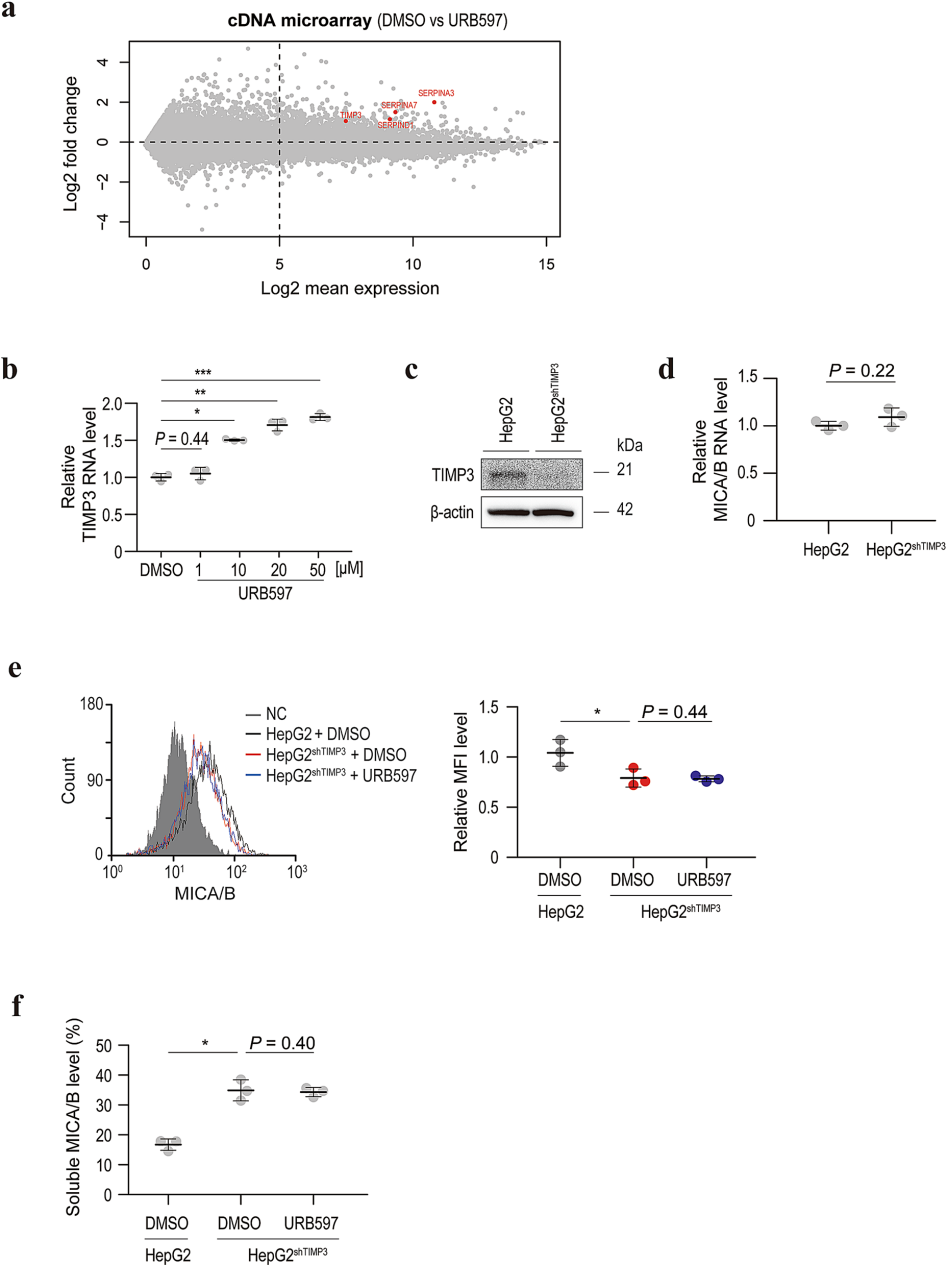
Upregulation of TIMP3 expression by URB597 is responsible for the inhibition of MICA/B shedding. (**a**) A plot of the distribution of data from a cDNA microarray. The X- and Y-axes represent the average values of the log2-converted expression levels and the differences of log2-converted expression levels, respectively. SERPINA3, SERPINA7, SERPIND1, and TIMP3 (red) were identified as candidate inhibitors of MICA/B shedding. (**b**) qRT-PCR analysis of the TIMP3 mRNA level in HepG2 cells after treatment with URB597 or DMSO (control). Data are means ± SD from three independent experiments. A *P*-value of 0.44 (two-sided Welch’s *t*-test) was not considered to indicate significance *P = 7.4 × 10^−5^; *P = 2.0 × 10^−4^; ***P = 3.3 × 10^−5^ (two-sided Welch’s *t*-test). (**c**) Western blots of lysates from HepG2 cells without or with stable TIMP3-specific shRNA expression (HepG2^shTIMP3^). Representative images of three independent experiments are shown. (**d**) qRT-PCR analysis of the MICA/B mRNA levels in HepG2 and HepG2^shTIMP3^ cells. Data are means ± SD from three independent experiments. A *P*-value of 0.22 (two-sided Welch’s *t*-test) was not considered to indicate significance. (**e**) Flow cytometry of surface MICA protein levels in HepG2 cells treated with DMSO (black line) and HepG2^shTIMP3^ cells treated with DMSO (blue line) or URB597 (blue line). Gray-shaded histograms represent background staining with the isotype IgG. Representative results from three independent experiments are shown. Relative MFI data (*n* = 3) are shown in the right panel. Data are means ± SD. A *P*-value of 0.44 (two-sided Welch’s *t*-test) was not considered to indicate significance. *P = 0.027 (two-sided Welch’s *t*-test). (**f**) Soluble MICA/B quantification by NanoLuc assay in the culture medium of HepG2 or HepG2^shTIMP3^ cells treated with DMSO or URB597. Data are means ± SD from three independent experiments. A *P*-value of 0.40 (two-sided Welch’s *t*-test) was not considered to indicate significance. *P = 0.0020 (two-sided Welch’s *t*-test).

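Most genes had similar levels on both arrays, and those that differed were mostly higher with URB597. Of the 15740 detected genes, 99.2% lay within 2-fold, 116 were at least 2-fold higher and 14 at least 2-fold lower. Of 23 genes 2-fold higher at the brighter of 2 detected probes, 19 were above 0 and 6 at least 2-fold higher at the other probe. Of 3 such genes 2-fold lower, 1 was below 0 there and none was 2-fold lower. None of the 3935 dimmest genes passed 2-fold, and the offset draws their ratios toward 0, so changes among dim genes may be missed. In simulated arrays, genes well above the blank spots with true log2 ratios of 1 and -1 had medians of 0.66 and -0.76. Only 10.2% and 20% of them passed 2-fold, so changes near 2-fold may be missed among brighter genes too. As lists, genes of acute-phase, complement and clotting proteins, of the integrated stress response and the unfolded protein response, and targets of p53 had medians above 0, and genes of the cell cycle a median below 0, although most members of each list lay within 2-fold.
Among genes above the dashed line of the plot, the 12 with the highest ratios in the main setting included IGF2, a fetal growth factor (log2 ratio 3.13), the CD24 pseudogene CD24P4 (2.99), TTR, the carrier transthyretin (2.86), IGFBP1, a binding protein of insulin-like growth factors (2.63), MATN3, a matrix protein (2.42, and 3.75 in the authors' processed values), and CXCL8, the chemokine interleukin-8 (2.37). CCN1, a matricellular protein (2.27), LCN2, lipocalin-2 (2.08), SERPINA3, the fibrinogen gamma chain FGG (2.06), S100A6 (1.91) and SERPINE2 followed. The order depends on the setting. In the authors' processed values, CD24P4 (4.39) stood above IGF2 (4.01), and MATN3 and SERPINE2 stood above TTR (2.99). Averaged over its probes, IGF2 had 1.757. A second IGF2 probe had a log2 ratio of 0.38, and a second FGG probe one of 1.83. The probe for CD24P4 cannot be told from one for CD24 by the annotation, since the pseudogene is a copy of that gene.
The lowest ratio was that of AFP, alpha-fetoprotein, a fetal liver protein that HepG2 cells secrete (-2.12). The glutathione transferases GSTA1 (-1.74) and GSTA2 (-1.57), whose sequences are close enough to share signal, the transcription factor CUX2 (-1.60) and the heat shock protein HSPA1B (-1.50) came next. HSPA1B is near-identical to HSPA1A, which had -0.81, so its probe may not be specific. AKR1C8 (-1.29), the muscle creatine kinase CKM (-1.25), HOXD1 (-1.24), HOXD4 (-1.22, and -2.08 in the authors' processed values), the cell cycle protein CKS2 (-1.17), ACSS1 (-1.16) and PTGR1 (-1.03) completed the 12 lowest. Second probes of CKM and HOXD1 had log2 ratios of 0.0084 and -0.28, and a second CUX2 probe, with -0.04, was not detected on both arrays. Averaged over their probes, CUX2 had -0.82, CKM -0.62 and HOXD1 -0.76, so none of them was then 2-fold lower.
Of 23 detected acute-phase proteins, 7 were at least 2-fold higher, among them LCN2, the fibrinogen chains FGA (1.87) and FGG, and SERPINA3. The median log2 ratio was 0.65. In this list 20 genes were above 0, and ORM2 (-0.14), CRP (-0.12) and APCS (-0.02) were below. Of 20 complement genes, 3 were at least 2-fold higher, namely CFB (1.67), CFI (1.22) and C4B (1.20), with a median of 0.44. Of 23 clotting and fibrinolysis genes, 5 were at least 2-fold higher, among them FGB (1.67), with a median of 0.34. The probe for C4A, a near-identical gene, had 0.20. These lists overlap. Over the 15 acute-phase genes that stand in no other list, the median was 0.38, and over all but SERPINA3, which the paper chose from these arrays, it was 0.56. The list of other secreted hepatocyte proteins also holds the cytosolic TTPA (0.41). Of its 22 detected genes, 17 were above 0 and 5 below, with a median of 0.24. Here TTR, the apolipoprotein APOC3 (1.12) and vitronectin, VTN (1.01), were at least 2-fold higher and AFP was at least 2-fold lower. VTN fell as low as 0.95 over alternative settings, below 2-fold.
Among targets of the integrated stress response, 20 of 22 genes were above 0 and 4 at least 2-fold higher, with a median of 0.50. These were the transcription factors CEBPB (1.45) and DDIT3, also called CHOP (1.23), the pseudokinase TRIB3 (1.28) and the amino acid transporter subunit SLC3A2 (1.07). The lowest value of SLC3A2 over alternative settings was 0.96, below 2-fold. Of 19 genes of the unfolded protein response, 18 were above 0, led by HERPUD1 (1.22) and DNAJB9 (0.87), with a median of 0.38. Of 19 targets of p53, 16 were above 0, among them GDF15 (1.43) and the cell cycle inhibitor CDKN1A (0.93), with a median of 0.40. Of 33 genes of the cell cycle and DNA replication, 30 were below 0, although none by 2-fold, with a median of -0.25. KIF11 (-0.68), CCNB1 (-0.65) and CENPA (-0.59), which act in mitosis, were the lowest. For each of these 8 lists, none of the 10000 random lists had a median as far from 0 in that direction.

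**Figure D2:**
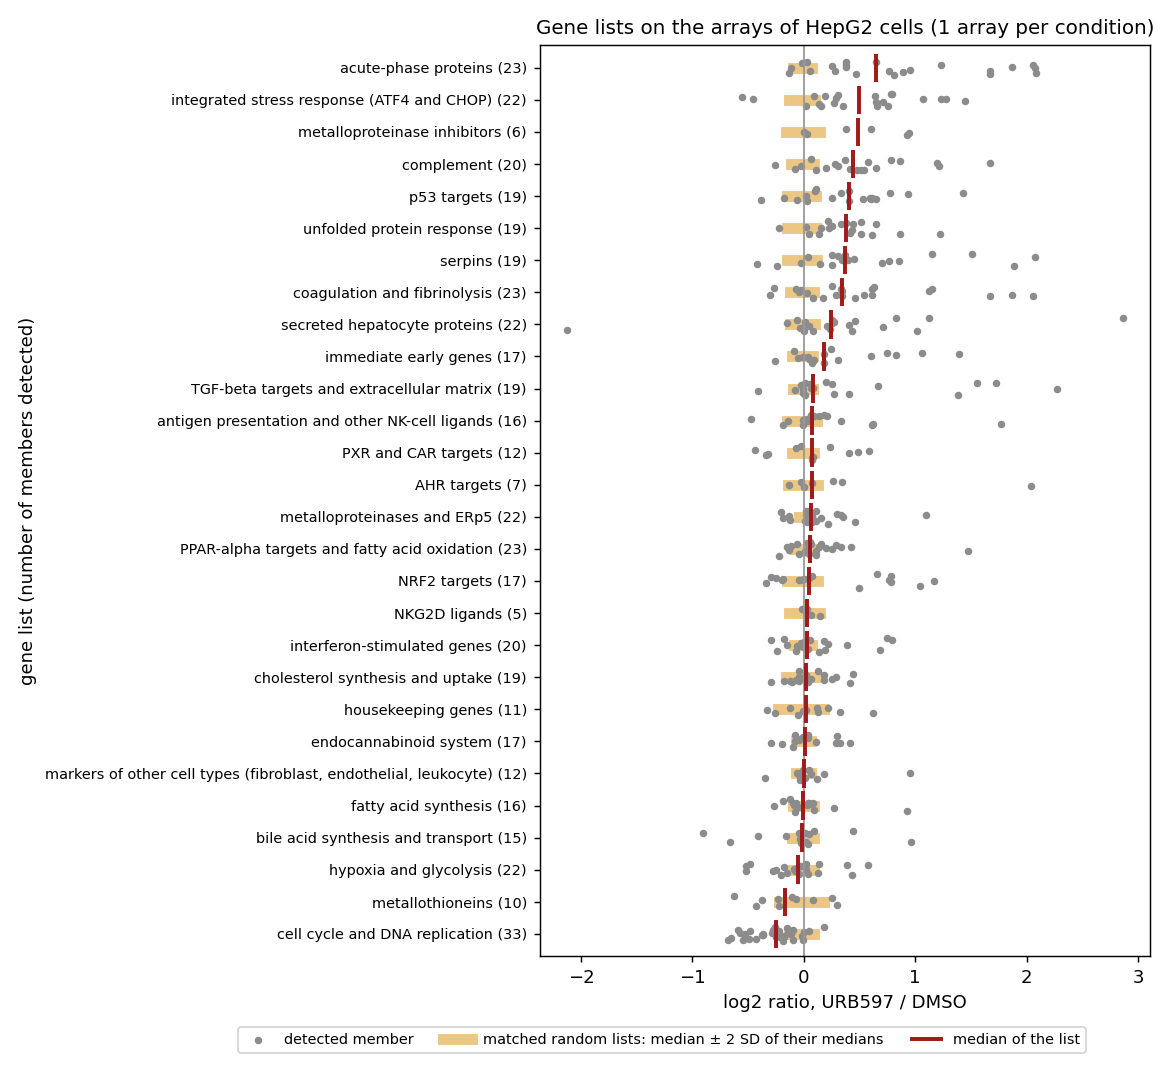
Log2 ratio (URB597 over DMSO, 1 array per condition) of the detected members of 28 gene lists. Grey points are genes, red lines the median of each list, and yellow bars the median of the matched random lists with 2 SD of their medians on either side. The acute-phase list has the highest median, 0.65, and the cell cycle list the lowest, -0.25.

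The number of genes past 2-fold depends on how the background is treated. In the authors' processed values, 541 genes were at least 2-fold higher and 152 lower, so that 78.1% of them were higher, against 89.2% here. Without the offset, the counts were 398 and 111 (78.2% higher).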

To confirm the involvement of TIMP3 in MICA/B shedding, we established stably TIMP3-specific short-hairpin (sh) RNA-expressing cells (Fig. 3c). Although the MICA/B mRNA levels were not changed in these cells (Fig. 3d), surface MICA/B expression was significantly decreased (Fig. 3e). Moreover, the soluble MICA/B levels were significantly increased by knockdown of TIMP3 (Fig. 3f). Importantly, in TIMP3-knockdown cells, URB597 had no effect on MICA shedding (Fig. 3e,f). Therefore, the increased TIMP3 expression induced by URB597 inhibits MICA/B shedding.

### URB597-induced inhibition of MICA/B shedding is dependent on FAAH

Although URB597 is a known FAAH inhibitor and it efficiently suppressed FAAH activity in our experimental setting (Supplementary Figure S1), whether its inhibition of MICA/B shedding is dependent on FAAH is unclear. To examine this, we first established stably FAAH-specific shRNA-expressing HepG2 cells (Fig. 4a). In the same manner as with URB597, FAAH knockdown led to the upregulation of TIMP3 mRNA levels and surface MICA/B protein levels and the downregulation of soluble MICA/B levels without influencing MICA/B transcriptional activities (Fig. 4b–e). The same results were obtained in Hep3B cells (Supplementary Figure S2). Consistent with these results, blocking of FAAH by another inhibitor, PF-3845, yielded similar results (Supplementary Figure S3). We then established stably FLAG-tagged FAAH-expressing cells (Fig. 5a). Interestingly, the TIMP3 mRNA level was significantly decreased in these cells (Fig. 5b). Moreover, although the MICA/B mRNA levels were unchanged (Fig. 5c), the surface MICA/B protein levels were significantly decreased in FLAG-tagged FAAH-overexpressing cells (Fig. 5d), and the soluble MICA/B levels were significantly increased (Fig. 5e). Therefore, FAAH promotes MICA/B shedding at least in part by modulating TIMP3 expression.

**Figure 4:**
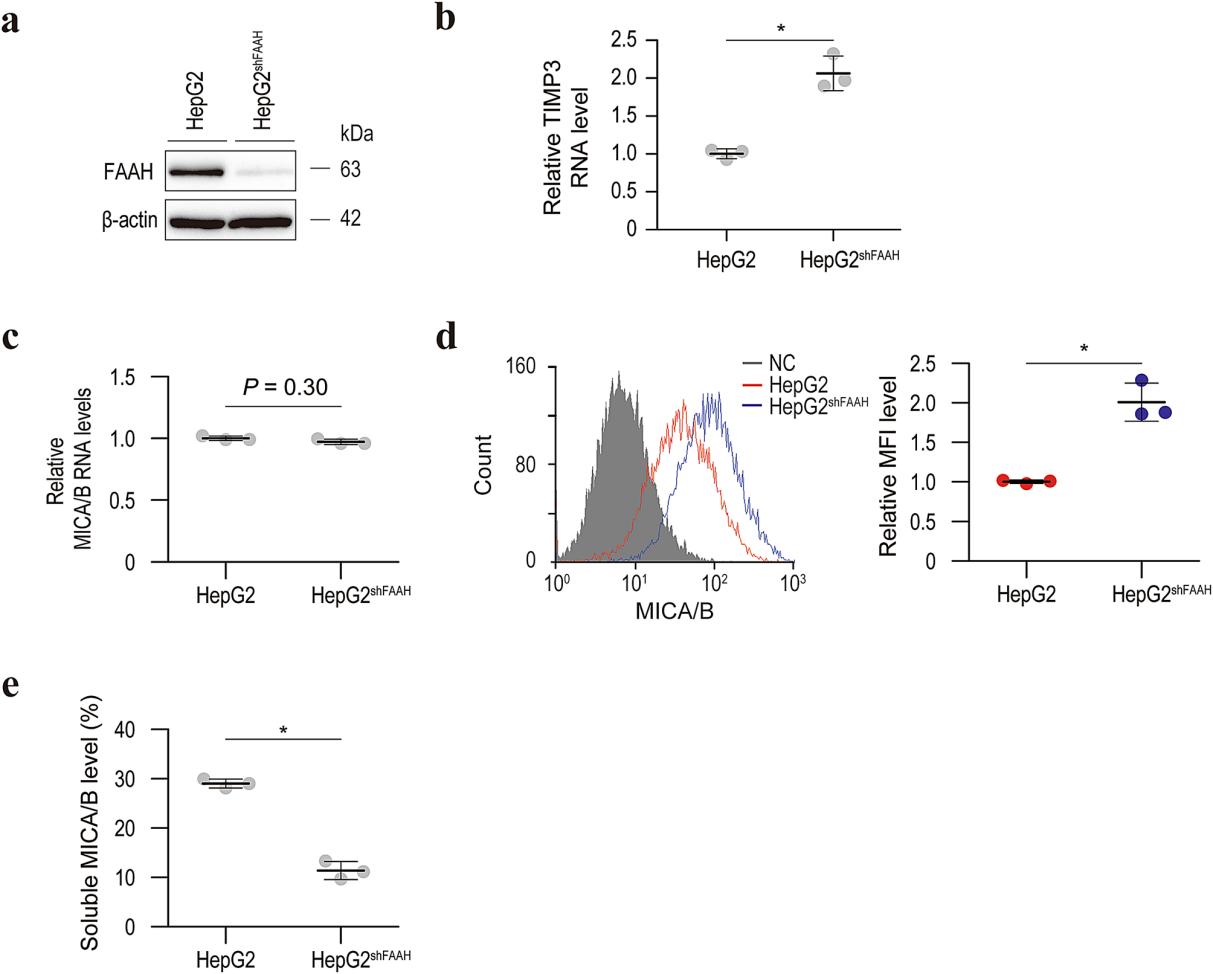
Knockdown of FAAH results in activation of TIMP3 transcription and inhibition of MICA/B shedding. (**a**) Western blot of lysates from HepG2 cells without or with stable expression of FAAH-specific shRNAs (HepG2^shFAAH^). Representative images of three independent experiments are shown. (**b**) qRT-PCR analysis of TIMP3 mRNA levels in HepG2 and HepG2^shFAAH^ cells. Data are means ± SD from three independent experiments. *P = 0.010 (two-sided Welch’s t-test). (**c**) qRT-PCR analysis of MICA/B mRNA levels in HepG2 and HepG2^shFAAH^ cells. Data are means ± SD from three independent experiments. A *P*-value of 0.30 (two-sided Welch’s t-test) was not considered to indicate significance. (**d**) Flow cytometry of surface MICA/B protein levels in HepG2 (red line) and HepG2^shFAAH^ (blue line) cells. Gray-shaded histograms represent background staining with the isotype IgG. Representative results from three independent experiments are shown. Relative MFI data (*n* = 3) are shown in the right panel. Data are means ± SD. *P = 0.018 (two-sided Welch’s t-test). (**e**) Soluble MICA/B quantification by NanoLuc assay in the culture medium of HepG2 and HepG2^shFAAH^ cells. Data are means ± SD from three independent experiments. *P = 7.7 × 10^−4^ (two-sided Welch’s t-test).

**Figure 5:**
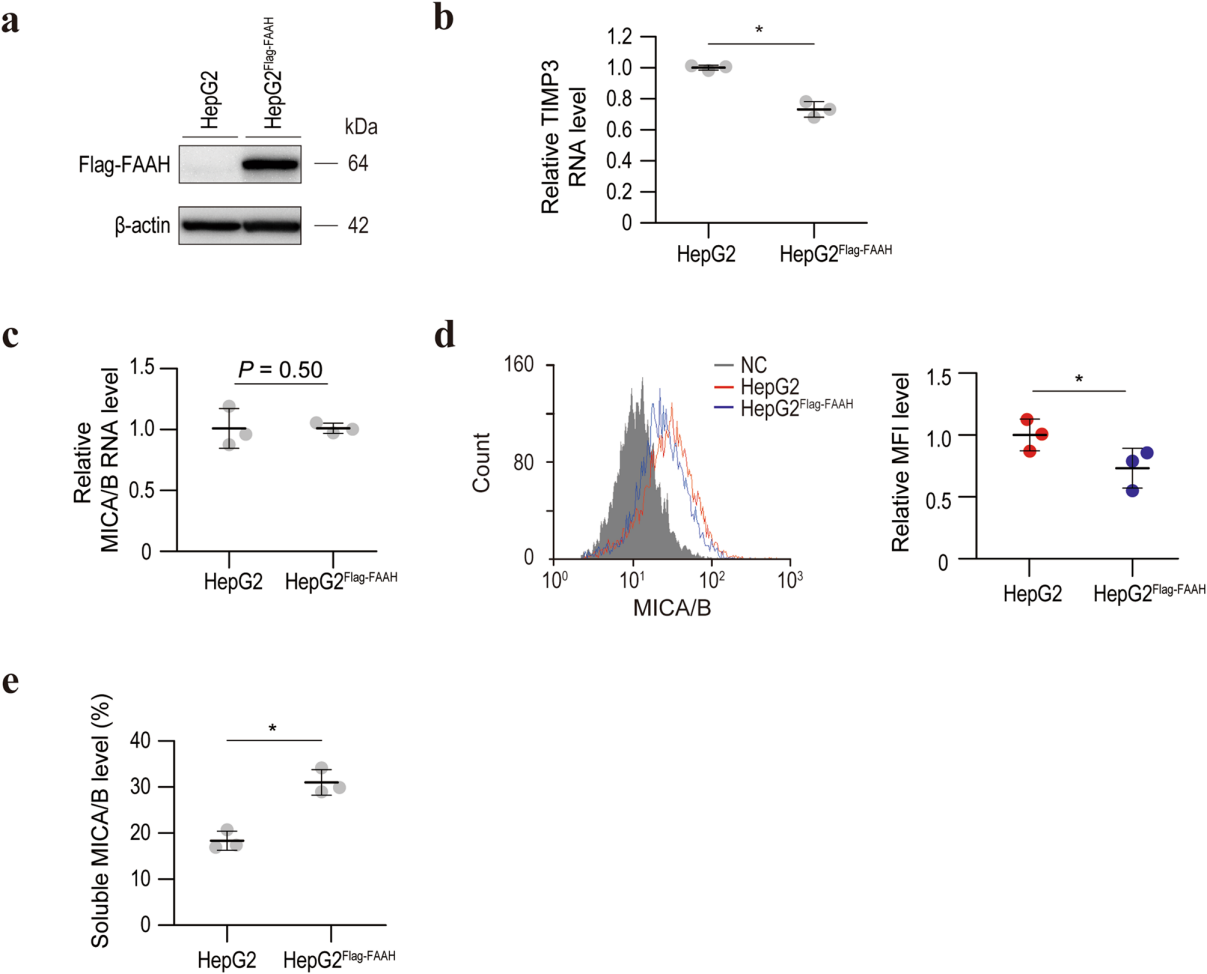
FAAH downregulates TIMP3 expression and promotes MICA/B shedding. (**a**) Western blot of lysates from HepG2 cells without or with stable FLAG-tagged FAAH expression (HepG2^Flag-FAAH^). Representative images of three independent experiments are shown. (**b**) qRT-PCR analysis of the TIMP3 mRNA levels in HepG2 and HepG2^Flag-FAAH^ cells. Data are means ± SD from three independent experiments. *P = 9.1 × 10^−3^ (two-sided Welch’s *t*-test). (**c**) qRT-PCR analysis of the MICA/B mRNA levels in HepG2 and HepG2^Flag-FAAH^ cells. Data are means ± SD from three independent experiments. *P*-value of 0.50 (two-sided Welch’s *t*-test) was not considered as significant. (**d**) Flow cytometry of surface MICA/B protein levels in HepG2 (red line) and HepG2^Flag-FAAH^ (blue line) cells. Gray-shaded histograms represent background staining with the isotype IgG. Representative results from three independent experiments are shown. Relative MFI data (*n* = 3) are shown in the right panel. Data are means ± SD. *P = 0.0043 (two-sided Welch’s *t*-test). (**e**) Soluble MICA/B quantification by NanoLuc assay in the culture medium of HepG2 and HepG2^Flag-FAAH^ cells. Data are means ± SD from three independent experiments. *P = 0.0032 (two-sided Welch’s *t*-test).

### TIMP3 expression and MICA/B shedding are regulated by the endocannabinoid system

Because FAAH is the primary enzyme responsible for hydrolyzing bioactive amides including anandamide, an agonist of cannabinoid receptor types I and II, TIMP3 activation by URB597 may be involved in activation of the endocannabinoid system. Supporting this hypothesis, anandamide elevated TIMP3 expression levels and cell surface MICA/B levels without influencing the transcriptional activity of MICA/B (Fig. 6). Although URB597 was reported not to increase 2-arachidonoyl glycerol (2-AG) levels^24^, 2-AG is a well-known endocannabinoid and administration of 2-AG resulted in enhanced TIMP3 expression and cell surface MICA/B levels (Supplementary Figure S4). Moreover, a CB1 receptor agonist, AM1241, activated TIMP3 expression and inhibited MICA/B shedding (Supplementary Figure S5). As expected, another CB1 receptor antagonist, rimonabant, partially but significantly attenuated the effect of URB597 on TIMP3 expression and MICA/B shedding (Fig. 7). These results suggest that the increased endocannabinoid is responsible for overexpressing TIMP3 and inhibiting MICA/B shedding.

**Figure 6:**
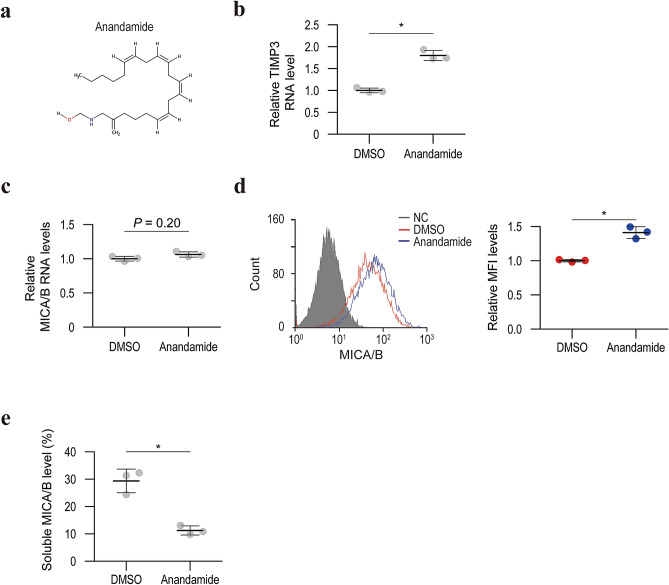
Anandamide downregulates TIMP3 expression and promotes MICA/B shedding. (**a**) The chemical structure of anandamide. (**b**) qRT-PCR analysis of TIMP3 mRNA levels in HepG2 cells with control DMSO or anandamide treatment. Data are means ± SD from three independent experiments. *P = 0.0021 (two-sided Welch’s *t*-test). (**c**) qRT-PCR analysis of the MICA/B mRNA levels in HepG2 cells with control DMSO or anandamide treatment. Data are means ± SD from three independent experiments. *P*-value of 0.20 (two-sided Welch’s *t*-test) was not considered to indicate significance. (**d**) Flow cytometry of surface MICA/B protein levels in HepG2 cells with control DMSO (red line) and anandamide (blue line) treatment. Gray-shaded histograms represent background staining with the isotype IgG. Representative results from three independent experiments are shown. Relative MFI data (*n* = 3) are shown in the right panel. Data are means ± SD. *P = 0.0012 (two-sided Welch’s *t*-test). (**e**) Soluble MICA/B quantification by NanoLuc assay in the culture medium of HepG2 cells with control DMSO or anandamide treatment. Data are means ± SD from three independent experiments. *P = 0.010 (two-sided Welch’s *t*-test).

**Figure 7:**
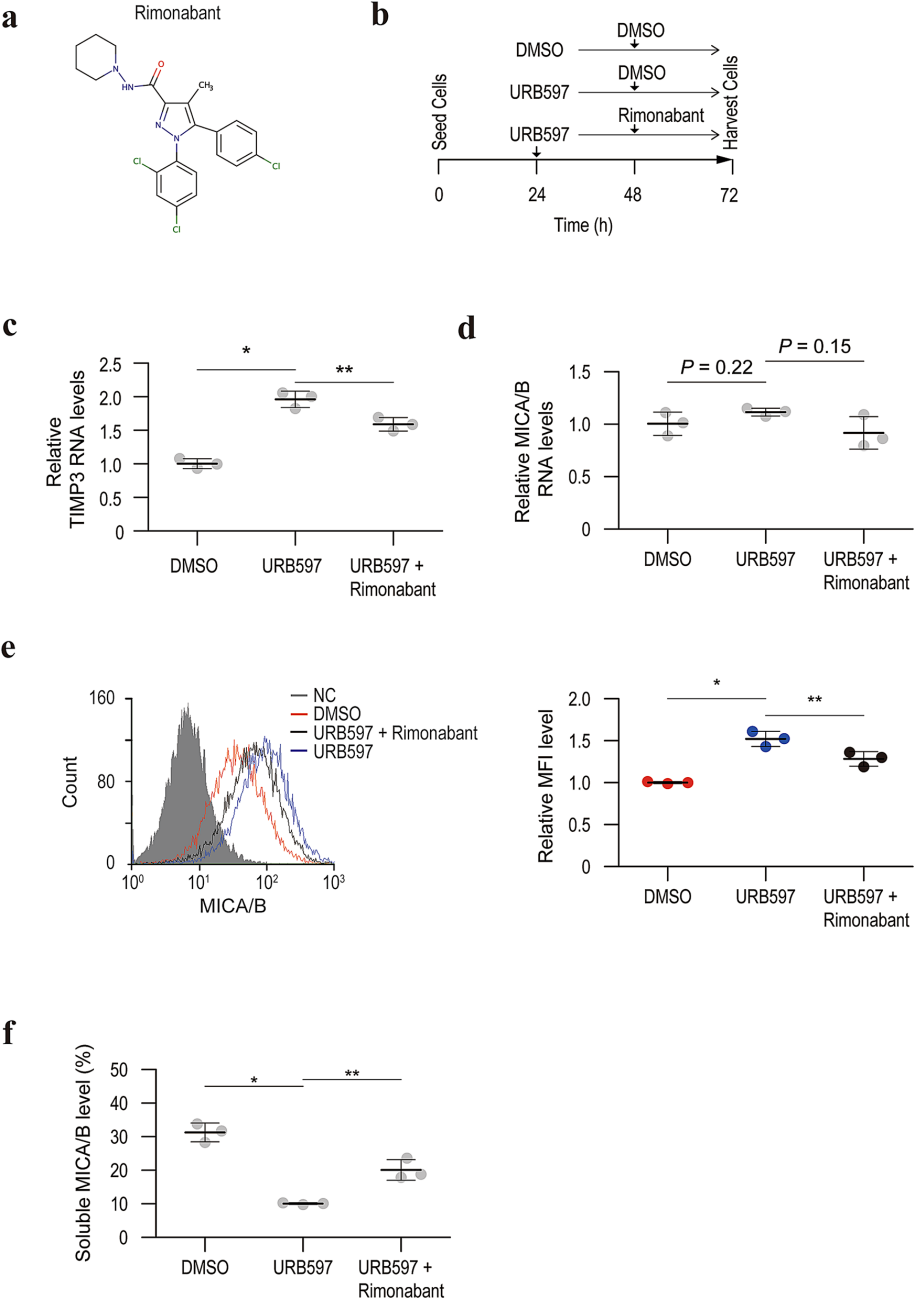
Rimonabant reverses the effect of URB597 on TIMP3 expression and MICA/B shedding. (**a**) The chemical structure of rimonabant, a cannabinoid CB1 receptor antagonist. (**b**) Time course of the experiment. Three groups (control DMSO treatment followed by the addition of control DMSO; URB597 treatment followed by the addition of control DMSO; and URB597 treatment followed by the addition of rimonabant) were analyzed. (**c**) qRT-PCR analysis of TIMP3 mRNA levels in the three experimental groups. Data are means ± SD from three independent experiments. *P = 9.0 × 10^−4^; **P = 0.016 (two-sided Welch’s *t*-test). (**d**) qRT-PCR analysis of the MICA/B mRNA levels in the three experimental groups. Data are means ± SD from three independent experiments. *P*-values of 0.22 and 0.15 (two-sided Welch’s *t*-test) were not considered to indicate significance. (**e**) Flow cytometry of surface MICA/B protein levels in the three experimental groups. Gray-shaded histograms represent background staining with the isotype IgG. Representative results from three independent experiments are shown. Relative MFI data (*n* = 3) are shown in the right panel. Data are means ± SD. *P = 0.0089; **P = 0.031 (two-sided Welch’s *t*-test). (**f**) Soluble MICA/B quantification by NanoLuc assay in the culture medium of the three experimental groups. Data are means ± SD from three independent experiments. *P = 0.0054; **P = 0.029 (two-sided Welch’s *t*-test).

## Discussion

We found that URB597, an inhibitor of FAAH, suppresses MICA/B shedding by increasing TIMP3 expression. As shown in our genome-wide association study, MICA gene polymorphisms and MICA protein levels are significantly correlated with the incidence of HCC in patients with chronic hepatitis^4^, an effect possibly mediated by modulating the elimination of pre-malignant cells by cytotoxic lymphocytes^1,2^. Therefore, MICA/B-mediated oncoimmunity is crucial in HCC oncogenesis. Tumors, including HCC, evade immune recognition by proteolytic shedding of MICA/B. Although a disulfide isomerase (ERp5), a matrix metalloproteinase (MMP), and a disintegrin and metalloproteinase (ADAM) family member have already been identified as promoters of MICA/B shedding^25–28^, we identified a novel candidate inhibitor of MICA/B shedding. This may be advantageous because a high serum MICA concentration is associated with the progression of several human cancers^29^.

URB597, [3-(3-carbamoylphenyl)phenyl]*N*-cyclohexylcarbamate, is a selective inhibitor of FAAH. FAAH is the primary enzyme that degrades anandamide, an agonist of cannabinoid receptor types I and II. Therefore, inhibition of FAAH results in activation of cannabinoid receptor-mediated intracellular signaling pathways^30^. Indeed, URB597 elevates anandamide levels in vitro and in vivo^30,31^ and exerts antinociceptive and anxiolytic effects in vivo^32^. In addition, cannabinoid-mediated signaling exerts an antitumor effect in several cancers^33–36^. However, the underlying mechanisms are unclear^37^. The inhibition of MICA/B shedding by URB597 may enhance the immune surveillance of cancer cells, which may explain the antitumor effect of cannabinoid-mediated signaling. If so, this would facilitate the development of novel immunotherapeutics for cancer.

The inhibition of MICA/B shedding by URB597 was dependent on TIMP3. Because knockdown of TIMP3 led to increased MICA/B shedding, and URB597 significantly increased TIMP3 expression, URB597 inhibition of MICA/B shedding was likely mediated by increased TIMP3 expression. Because TIMPs (TIMP1, TIMP2, TIMP3, and TIMP4) are inhibitors of MMPs, which induce MICA/B shedding^26,27^, the suppression of MICA/B shedding caused by increased TIMP3 expression may be mediated by MMP inhibition^38^. Indeed, in acute myeloid leukemia cells, the shedding of MICA/B was significantly inhibited by increased expression of TIMP3^38^. Moreover, in patients with acute myeloid leukemia, low TIMP3 expression is significantly associated with an adverse cytogenetic prognosis, possibly due to decreased NK-cell-mediated immune recognition caused by increased shedding of NKG2D ligands^38^. Members of the ADAM family may also mediate shedding of MICA/B^28^. Because it suppresses the function of ADAM10 and ADAM17 in addition to MMPs^39–41^, TIMP3 may regulate MICA/B shedding by regulating MMPs and ADAMs.

The TIMP3 mRNA level was significantly upregulated by URB597. Gene expression is regulated by various mechanisms, such as promoter activity modulation, epigenetic modifications, chromatin regulation, and post-transcriptional mechanisms involving microRNAs. Because FAAH is involved in diverse intracellular signaling^42^, and URB597 may have effects other than FAAH inhibition, the mechanism by which URB597 increases TIMP3 mRNA expression is unclear. Nonetheless, the finding is intriguing, because regulation of MMP function is implicated in a variety of physiological and pathological conditions^43^.

In summary, URB597, an FAAH inhibitor, suppresses MICA/B shedding by increasing TIMP3 expression. Because MICA/B is a regulator of antitumor immunity^1–3^ and the FAAH-mediated pathway is under evaluation as a target for neurological conditions, for example, post-traumatic stress disorder^44,45^, application of FAAH inhibitors in the cancer therapeutic field as a drug repositioning strategy may be a practical method to enhance anti-tumor immunotherapy.

## Methods

### Cells

HEK293T human embryonic kidney cells and HepG2 and Hep3B human hepatocellular carcinoma cells^46^ were purchased from the American Type Culture Collection (Manassas, VA) and cultured in Dulbecco’s modified Eagle’s medium supplemented with 10% fetal bovine serum and 1% penicillin/streptomycin. Cells were incubated at 37 °C in 20% O_2_ and 5% CO_2_.

### Plasmids

The Halo-tagged FAAH-expressing plasmid (#FHC20293) was purchased from Kazusa DNA Research Institute (Chiba, Japan).

The Flag-tagged FAAH-expressing plasmid was constructed by subcloning the Flag-tagged FAAH sequence using the In-fusion method (Clontech, Mountain View, CA). Briefly, after amplifying cDNA using the FAAH-expressing plasmid as the template along with primers containing Flag sequences, the PCR products were cloned into the pCDH-CMV-puro lentivirus vector (System Biosciences, Palo Alto, CA). The primers were 5′-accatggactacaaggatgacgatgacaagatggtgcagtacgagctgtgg-3′ (sense) and 5′-tcaggatgactgcttttcagg-3′ (antisense).

The NanoLuc-conjugated MICA-expressing plasmid was constructed using a two-step cloning method described previously^23^. First, NanoLuc cDNA, amplified by polymerase chain reaction (PCR) using the pNL1.1 NanoLuc vector (Promega, Madison, WI) as the template, was cloned into the *XbaI* site of the pCDH vector (System Biosciences) using the In-fusion method (Clontech). Next, MICA cDNA, PCR amplified from a Halo-tagged MICA expression vector (Promega), was inserted immediately downstream of the NanoLuc cDNA at the *EcoRI* site of the pCDH NanoLuc vector. The following primers were used: 5′-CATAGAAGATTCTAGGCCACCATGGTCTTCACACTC-3′ and 5′-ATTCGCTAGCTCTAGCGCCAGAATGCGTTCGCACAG-3′ for NanoLuc cloning, and 5′-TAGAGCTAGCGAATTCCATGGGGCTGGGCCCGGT-3′ and 5′-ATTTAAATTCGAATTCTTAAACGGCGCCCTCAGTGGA-3′ for MICA cloning.

### Compounds

Screen-well Protease Inhibitor Library BML-2833C version 2.1 was purchased from Enzo Life Sciences (Farmingdale, NY, USA). URB597 was purchased from Cayman Chemical (Ann Arbor, MI, USA); PF-3845, AM1241, and rimonabant were obtained from Selleck Chemicals (Houston, TX, USA); anandamide was obtained from Merck Millipore (Burlington, MA, USA); and 2-AG was obtained from Tocris Bioscience (Bristol, UK). The library includes 53 protease inhibitors, including angiotensin-converting enzyme, aminopeptidase B, calpains, caspases, cathepsins, dipeptidyl peptidase-4, furin, granzyme B, γ-secretase, kallikrein, neutrophil elastase, proteasome, and tripeptidyl peptidase II. Structures of the candidate compounds (Fig. 1b) were drawn using MarvinSketch version 20.11.0 (ChemAxon, Budapest, Hungary). A full list is available on the vendor’s webpage.

### Transfection and lentiviral transduction

Transient transfections were performed using Effectene Transfection Reagent (Qiagen, Hilden, Germany). To generate polyclonal cells with stable Flag-FAAH expression, the Lentivirus Packaging System (System Biosciences) was used according to the manufacturer’s instructions as described previously^47^. Briefly, 1.0 µg Flag-FAAH overexpression vector and 5.0 µg pPACKH1 packaging plasmid mix were transfected into HEK293T cells. After 24 h, the collected culture medium was mixed with one-fifth of its volume of PEG-it Reagent (System Biosciences) and incubated overnight at 4 °C to concentrate the virus. After centrifugation, the pellet was resuspended in 1 × phosphate-buffered saline (PBS). The viruses were transduced into HepG2 cells using polybrene (Santa Cruz Biotechnology, Dallas, TX), followed by selection with 6 mg/mL puromycin to obtain polyclonal cells stably expressing Flag-FAAH.

Lentiviruses encoding TIMP3- and FAAH-specific shRNAs were purchased from Santa Cruz Biotechnology (#sc-37022-V and #sc-106807-V). After transduction into HepG2 or Hep3B cells, stable cell lines expressing TIMP3-specific shRNAs (HepG2^shTIMP3^) and FAAH-specific shRNAs (HepG2^shFAAH^ and Hep3B^shFAAH^) were isolated by puromycin selection as described above.

### Flow cytometry

Flow cytometry was performed as described previously^21^. Briefly, cells were hybridized with anti-MICA (1:500; R&D Systems, Minneapolis, MN) or an isotype control IgG (1:500; R&D Systems) for 40 min at 4 °C. After washing, the cells were incubated with a goat anti-mouse antibody conjugated to Alexa Fluor 488 (1:1,000; Molecular Probes, Eugene, OR) for 20 min. Flow cytometry was performed, and the data were analyzed using Guava Easy Cyte Plus (GE Healthcare, Little Chalfont, UK). Mean fluorescence intensity (MFI) was used to estimate the statistical significance.

### Western blot analysis

Western blotting was performed as described previously^48^. Briefly, cells were lysed in triple detergent lysis buffer (50 mM Tris–HCl [pH 7.4], 150 mM NaCl, 1% NP-40, 0.1% sodium dodecyl sulfate [SDS]), and cellular debris was cleared by centrifugation at 15,000 rpm for 10 min. The lysates were separated on a 10–20% polyacrylamide gel (Fujifilm Wako Pure Chemical, Osaka, Japan) by SDS–polyacrylamide gel electrophoresis, followed by electrical transfer to polyvinylidene difluoride membranes (Merck Millipore). Precision Plus Protein All Blue Protein Standards (Bio-Rad, Hercules, CA) were used to estimate the molecular weight. After blocking in 5% dry milk, the membranes were probed overnight at 4 °C with the appropriate primary antibodies diluted in Immunoshot Reagent 1 (Cosmo Bio Co., Ltd., Tokyo, Japan). Subsequently, the corresponding horseradish peroxidase-conjugated secondary antibodies (GE Healthcare, Little Chalfont, UK) were applied. Bound antibodies were detected using the Immunostar LD reagents (Fujifilm Wako Pure Chemical), and images were acquired by WSE-6100 LuminoGraph I (ATTO, Tokyo, Japan). Antibodies against the following factors were used: MICA (#K0218-3, 1:1,000, Medical & Biological Laboratories, Nagoya, Japan), FAAH (#ab54615, 1:1,000, Abcam, Cambridge, UK), TIMP3 (#5673, 1:1,000, Cell Signaling Technology, Danvers, MA), β-actin (#5125, 1:10,000, Cell Signaling Technology), and FLAG (DYKDDDDK) (#018–22381, 1:1,000, Wako Pure Chemical Industries).

### Quantitative reverse-transcription PCR (qRT-PCR)

Total RNA was extracted from cells using RNeasy with DNase (Qiagen). The extracted RNA was reverse transcribed using SuperScript III First-Strand Synthesis SuperMix (Thermo Fisher Scientific, Waltham, MA). To quantify MICA/B mRNA, qRT-PCR was performed using TaqMan Gene Expression Master Mix (Applied Biosystems, Foster City, CA) and the StepOnePlus Real-Time PCR System (Life Technologies, Carlsbad, CA). The MICA/B mRNA levels were normalized to that of β-actin using the TaqMan Gene Expression Assays Hs00741286_m1 (MICA/B) and Hs99999903_m1 (β-actin). To determine TIMP3 expression, qRT-PCR was performed using SYBR qPCR Mix (Toyobo Co, Osaka, Japan) using the StepOnePlus System. The TIMP3 mRNA level was normalized to that of β-actin. The primers used were as follows: TIMP3, 5′-AGTTACCCAGCCCTATGA-3′ (sense) and 5′-GCAAAGGCTTAAACATCT-3′ (antisense); β-actin, 5′-CTGTGCTACGTCGCCCTGG-3′ (sense) and 5′-GCCACAGGACTCCATGCCC-3′ (antisense).

### NanoLuc MICA shedding assay

A NanoLuc MICA shedding assay was performed as reported previously with slight modifications^23^. Briefly, cells seeded onto 10 cm dishes were transfected with 2.0 µg N-terminal NanoLuc-tagged MICA-expressing plasmid, incubated for 12 h, reseeded onto a 96-well plate, and incubated for another 12 h. After application of URB597 or DMSO as the control, the culture medium was collected and mixed with the luminescent substrate (Nano-Glo Luciferase Assay System; Promega), and luminescence values (Luc_sup_) were measured using the GloMax Detection System (Promega). The cells were washed with PBS, and the luminescent substrate (Promega) was added to determine the luminescence values (Luc_cell_) using the GloMax Detection System. Soluble MICA/B levels were determined as Luc_sup_/(Luc_sup_ + Luc_cell_) to adjust for transfection efficiency.

### In vitro assay of MICA shedding

Recombinant MICA protein purchased from Abnova (Taipei, Taiwan) was mixed with HepG2 cell lysate in radioimmunoprecipitation assay buffer (50 mM Tris [pH 7.4], 150 mM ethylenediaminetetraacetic acid, 1% Triton X-100, 1% sodium deoxycholate, and 0.1% SDS). DMSO (control) or URB597 was added and incubated at 37 °C for 1 h. MICA protein was analyzed by Western blotting as described above.

### Genome-wide cDNA array

HepG2 cells were treated with URB597 (10 µM) or DMSO (control) for 24 h. Next, total RNA was extracted, and reverse transcription was performed as described above. The resulting cDNA (3 µg) was subjected to a highly sensitive 3D-Gene microarray (Toray, Tokyo, Japan). The data and the detailed protocols were deposited in a public database (GEO accession #GSE143194).

### Anandamide enzyme-linked immunosorbent assay (ELISA)

Intracellular anandamide concentrations were determined using a Human Anandamide ELISA Kit (#MBS770230, MyBioSource, San Diego, CA) according to the manufacturer’s instructions. Briefly, cells diluted in PBS were subjected to repeated freeze–thaw cycles to release the internal components, followed by centrifuging at 3000 rpm for 20 min. Then, the collected supernatants were added into wells pre-coated with anti-anandamide antibody and mixed with HRP-conjugated streptavidin to form an immune complex. After adding the color developing substrates, the optical density (OD) of each well was measured by a microplate reader (Multiskan FC, Thermo Fisher Scientific) set to 450 nm. The concentration of anandamide was calculated according to the concentration of the standard and the corresponding OD values.

### Statistical analysis

No statistical method was applied to determine the required sample size. Statistical analysis was conducted using R version 3.3.2 (R Foundation for Statistical Computing, Vienna, Austria). Continuous variables are reported as means ± standard deviation (SD) unless indicated otherwise. Welch’s *t*-test was used for comparisons of continuous variables. *P*-values < 0.05 were considered indicative of statistical significance. The experiments were not randomized, and the investigators were not blinded to the group allocation during the experiments or the assessment of outcomes.

## Supplementary information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

Supplementary Information 5.

Supplementary Information 6.

Supplementary Information 7.

## Data Availability

The authors state that all data supporting the findings of this study are provided within the article and its supplementary files or are available from the authors upon reasonable request.

## Abbreviations

NKG2D: Natural killer group 2D
FAAH: Fatty-acid amide hydrolase
TIMP3: Tissue inhibitor of metalloproteinases 3
MICA: Major histocompatibility complex class I polypeptide-related sequence A
NK: Natural killer
HCC: Hepatocellular carcinoma
DMSO: Dimethyl sulfoxide
MMP: Matrix metalloproteinase
ADAM: A disintegrin and metalloproteinase
PCR: Polymerase chain reaction
PBS: Phosphate-buffered saline
qRT-PCR: Quantitative reverse-transcription PCR
SD: Standard deviation

# Supplementary material for: The fatty-acid amide hydrolase inhibitor URB597 inhibits MICA/B shedding
**Source:** Sci Rep. 2020 Sep 23;10:15556. doi: 10.1038/s41598-020-72688-y
**Supplement:** Supplementary file 1 — Supplementary Information 1.

**Supplementary Information**

**The fatty-acid amide hydrolase inhibitor URB597 inhibits MICA/B shedding**

Kazuma Sekiba, Motoyuki Otsuka, Takahiro Seimiya, Eri Tanaka, Kazuyoshi Funato,

Yu Miyakawa, and Kazuhiko Koike

**Inventory of Supplementary Information:**

**Supplementary Figure S1~S6 with legends**

**SUPPLEMENTARY FIGURE LEGENDS**

**Supplementary Figure S1. Changes in intracellular anandamide levels by URB597.**

Concentration of anandamide in HepG2 (**a**) and Hep3B (**b**) with control DMSO or URB597 treatment. Data are means ± SD from three independent experiments. *, *P*= 0.0098; **, *P*= 0.011 (two-sided Welch’s *t*-test).

**Supplementary Figure S2. Knockdown of FAAH in Hep3B cells yields results similar to those in HepG2 cells.**

**a**, Western blot of lysates from Hep3B cells without or with stable expression of FAAH-specific shRNAs (Hep3B^shFAAH^). Representative images of three independent experiments are shown. **b**, qRT-PCR analysis of TIMP3 mRNA levels in Hep3B and Hep3B^shFAAH^ cells. Data are means ± SD from three independent experiments. *, *P* = 5.6 × 10^−4^ (two-sided Welch’s *t*-test). **c**, qRT-PCR analysis of MICA/B mRNA levels in Hep3B and Hep3B^shFAAH^ cells. Data are means ± SD from three independent experiments. A *P*-value of 0.98 (two-sided Welch’s *t*-test) was not considered to indicate significance. **d**, Flow cytometry of surface MICA/B protein levels in Hep3B (red line) and Hep3B^shFAAH^ (blue line) cells. Gray-shaded histograms represent background staining with the isotype IgG. Representative results from three independent experiments are shown. Relative MFI data (*n*= 3) are shown in the right panel. Data are means ± SD. *, *P*= 0.020 (two-sided Welch’s *t*-test). **e**, Soluble MICA/B quantification by NanoLuc assay in the culture medium of Hep3B and Hep3B^shFAAH^ cells. Data are means ± SD from three independent experiments. *, *P* = 0.017 (two-sided Welch’s *t*-test).

**Supplementary Figure S3. PF-3845 stimulates TIMP3 mRNA expression and inhibits MICA/B shedding.**

**a**, Chemical structure of PF-3845. **b**, qRT-PCR analysis of TIMP3 mRNA levels in HepG2 cells with control DMSO or PF-3845 treatment. Data are means ± SD from three independent experiments. *, *P*= 0.013 (two-sided Welch’s *t*-test). **c**, qRT-PCR analysis of MICA/B mRNA levels in HepG2 cells with control DMSO or PF-3845 treatment. Data are means ± SD from three independent experiments. A *P*-value of 0.70 (two-sided Welch’s *t*-test) was not considered to indicate significance. **d**, Flow cytometry of surface MICA/B protein levels in HepG2 cells with control DMSO (red line) and PF-3845 (blue line) treatment. Gray-shaded histograms represent background staining with the isotype IgG. Representative results from three independent experiments are shown. Relative MFI data (*n*= 3) are shown in the right panel. Data are means ± SD. *, *P*= 0.0081 (two-sided Welch’s *t*-test). **e**, Soluble MICA/B quantification by NanoLuc assay in the culture medium of HepG2 cells with control DMSO or PF-3845 treatment. Data are means ± SD from three independent experiments. *, *P* = 0.0017 (two-sided Welch’s *t*-test).

**Supplementary Figure S4. 2-arachidonoyl glycerol (2-AG) stimulates TIMP3 mRNA expression and inhibits MICA/B shedding.**

**a**, Chemical structure of 2-AG. **b**, qRT-PCR analysis of TIMP3 mRNA levels in HepG2 cells with control DMSO or 2-AG treatment. Data are means ± SD from three independent experiments. *, *P* = 7.7 × 10^−6^ (two-sided Welch’s *t*-test). **c**, qRT-PCR analysis of MICA/B mRNA levels in HepG2 cells with control DMSO or 2-AG treatment. Data are means ± SD from three independent experiments. A *P*-value of 0.68 (two-sided Welch’s *t*-test) was not considered to indicate significance. **d**, Flow cytometry of surface MICA/B protein levels in HepG2 cells with control DMSO (red line) and 2-AG (blue line) treatment. Gray-shaded histograms represent background staining with the isotype IgG. Representative results from three independent experiments are shown. Relative MFI data (*n* = 3) are shown in the right panel. Data are means ± SD. *, *P*= 0.0010 (two-sided Welch’s *t*-test). **e**, Soluble MICA/B quantification by NanoLuc assay in the culture medium of HepG2 cells with control DMSO or 2-AG treatment. Data are means ± SD from three independent experiments. *, *P*= 0.043 (two-sided Welch’s *t*-test).

**Supplementary Figure S5. AM1241 stimulates TIMP3 mRNA expression and inhibits MICA/B shedding.**

**a**, Chemical structure of AM1241. **b**, qRT-PCR analysis of TIMP3 mRNA levels in HepG2 cells with control DMSO or AM1241 treatment. Data are means ± SD from three independent experiments. *, *P*= 0.0047 (two-sided Welch’s *t*-test). **c**, qRT-PCR analysis of MICA/B mRNA levels in HepG2 cells with control DMSO or AM1241 treatment. Data are means ± SD from three independent experiments. A *P*-value of 0.78 (two-sided Welch’s *t*-test) was not considered to indicate significance. **d**, Flow cytometry of surface MICA/B protein levels in HepG2 cells with control DMSO (red line) and AM1241 (blue line) treatment. Gray-shaded histograms represent background staining with the isotype IgG. Representative results from three independent experiments are shown. Relative MFI data (*n*= 3) are shown in the right panel. Data are means ± SD. *, *P*= 0.0010 (two-sided Welch’s *t*-test). **e**, Soluble MICA/B quantification by NanoLuc assay in the culture medium of HepG2 cells with control DMSO or AM1241 treatment. Data are means ± SD from three independent experiments. *, *P* = 0.0070 (two-sided Welch’s *t*-test).

**Supplementary Figure S6. Full-length blot images for blotting results.**

Full-length western blotting images for Figure 2b (**a**), 3c (**b**), 4a (**c**), 5a (**d**), and S2a (**e**) are shown.

How the deposited data were processed for this re-analysis (not part of the article)

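Gene expression was measured in HepG2 cells treated for 24 h with DMSO or with 10 µM URB597, with 1 array per condition. The sample labels, the design text of the series and the methods named the same treatments. The dose and the time were taken from the methods. The title of the series names CDR1AS expression instead, and it was taken as a leftover, which the files cannot settle. The arrays were 3D-Gene oligonucleotide arrays read in 1 colour. According to the file headers, they were scanned at 3 gains that were joined by a fit. The paper's text does not describe the processing of the array values.

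The deposited scanner files hold the median intensity of each of 27456 spots, with no background subtracted. A further column named as background followed the brightness of the spot itself (Pearson correlation of log2 values across spots 0.993 on the DMSO array and 0.997 on the URB597 array), so it was not used. The authors' processed intensities were compared with the scanner intensities to learn how they were made. The authors' value of a probe was its spot intensity minus a blank level (67.2 for DMSO, 59.3 for URB597), multiplied by 1 factor per array. The blank level equals the mean of the blank spots after the 5% brightest and 5% dimmest were left out. The median of the authors' values was 25 on both arrays. Probes at or below the trimmed blank mean plus 2 SD had no value, which left 21369 probes with a value on the DMSO array and 21846 on the URB597 array. The horizontal axis of Fig. 3a is on the scale of log2 of these values.

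For the main values, the scanner intensities of all spots were background-corrected with normexp in limma 3.58.1 (R 4.3.3) with an offset of 50. Control and blank spots were then left out, the log2 values were quantile-normalised between the arrays, and 5 spots marked as failed on the DMSO array were omitted. On each array, 1 probe was at the maximum of the scanner, and a gene saturated on both arrays was given no ratio. Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3 was used for all later steps, and matplotlib 3.10.9 for the plots. Detection required an intensity above the mean of the 2680 blank spots plus 2 SD, which was 71.5 on the DMSO array and 62.1 on the URB597 array. This held for 19885 and 21279 of 24460 probes. Between the 24 spots of each positive control, the SD on the log2 scale was between 0.10 and 0.22, which covers spots within 1 array and not cultures.

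Symbols came from the platform annotation, which is old. Of 20236 named probes, 17238 had a current symbol in the RefSeq annotation of GRCh38.p14, 2899 were renamed through a synonym held by a single gene, and 99 kept the old symbol. The 4224 unnamed probes entered the normalisation but no gene result; of the 3582 detected among them, 22 were at least 2-fold higher and 2 lower. The files name no genome build, so no coordinates are given, and the annotation served for names and for which genes neighbour each other. For 2559 genes with several probes, the brightest was used. Across 1778 genes with a pair of probes detected on both arrays, the log2 ratios of the probes correlated with r = 0.59, and genes are not independent replicates. Of 23 genes at least 2-fold higher at the brighter probe of such a pair, 19 were above 0 and 6 at least 2-fold higher at the other probe. Of 3 such genes at least 2-fold lower, 1 was below 0 at the other probe and none was 2-fold lower.

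The rule for the genes named was fixed before the data were examined. It takes the genes the paper names, the 12 highest and 12 lowest log2 ratios among the 7914 genes detected on both arrays with a mean log2 above 5 in the authors' values (the dashed line of Fig. 3a), up to 4 members with the largest ratios in each list, and other serpins, TIMPs, MMPs and ADAMs past 2-fold. SYN3, the gene that TIMP3 lies within, and C4A and HSPA1A, close copies of named genes, are outside this rule and were added after the data were seen. KLRK1, the gene of the receptor NKG2D, was not detected on either array. Also fixed were 28 gene lists, covering NKG2D ligands, antigen presentation and other ligands of NK cells, metalloproteinases and ERp5, metalloproteinase inhibitors, serpins, the endocannabinoid system, targets of PPAR-alpha and fatty acid oxidation, cholesterol synthesis, fatty acid synthesis, targets of AHR, of PXR and CAR, and of NRF2, the unfolded protein response, the integrated stress response, acute-phase proteins, secreted hepatocyte proteins, coagulation, complement, bile acids, the cell cycle, p53 targets, interferon-stimulated genes, hypoxia and glycolysis, immediate early genes, metallothioneins, TGF-beta targets and extracellular matrix, housekeeping genes and markers of other cell types. Random lists were matched within 20 bins of mean log2 value.

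Without replicates no test of the treatment was possible, and no p-values were computed. Alternatives were the authors' values, no background correction, subtraction of the blank mean, offsets of 10 and 0, scaling to the median or to the 75th percentile, cyclic loess, the mean over all probes of a gene, other detection filters, and thresholds of 1.5-fold and 3-fold. A correction for the position on the array and the authors' own detection were added after the data were seen. Over the background and scaling alternatives, the median log2 ratio of all detected genes lay between -0.03 and 0.07. Each of them brings the 2 arrays to a similar level, so a median near 0 follows by construction.

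The steps were tested on simulated data, with 2 arrays drawn from the real mean intensities, blank spots and a noise SD of 0.15 on the log2 scale, and 200 genes changed by known folds. Among the 15742 genes detected in this simulation of URB597 against DMSO, genes with a true log2 ratio of 2 had a median of 1.55 and those with -2 a median of -1.53, and 92% and 96% of them passed 2-fold. Genes with a true log2 ratio of 1 had a median of 0.66 and those with -1 a median of -0.76, and 10.2% and 20% of them passed 2-fold. The changed genes were drawn only from genes with a single probe and an intensity well above the blank spots, so these shares do not cover dim genes. None of 15543 unchanged genes passed. The simulated noise stands for spots within an array and leaves out differences between cultures, so the absence of false calls covers that noise only.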

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

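One test in this part, that on bright genes, was chosen after part of its result had been seen, and the correction for the position on the array was added after the data were seen. The signals listed first lie mostly in genes whose array values the paper does not discuss. TIMP2 had a log2 ratio of 0.94, next to 0.93 for TIMP3, and it ranged from 0.89 to 1.40 over 9 alternatives. Apart from the serpins and the metalloproteinase inhibitors, from which the paper took its candidates, the lists with medians beyond those of all 10000 random lists were acute-phase proteins (0.65), the integrated stress response (0.50), complement (0.44), p53 targets (0.40), the unfolded protein response (0.38), coagulation (0.34), secreted hepatocyte proteins (0.24) and the cell cycle (-0.25). The acute-phase list holds SERPINA3 and the coagulation list SERPIND1, and without them the medians were 0.56 and 0.34. Each of these 8 lists kept its direction, and its place outside the middle 95% of the random lists, under all 12 alternatives run for the lists.

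The acute-phase genes were higher on the URB597 array, with a median log2 ratio of 0.65 over 23 genes. If the position of the probes on the array were the cause, subtracting the median ratio of the 50 nearest spots would remove the shift, but the median stayed at 0.64. The lowest median over the background and scaling alternatives was 0.47, with an SD of 0.045 among random lists, so the background correction does not account for it either. Scaling was hardly tested by this comparison, because it moves the brightness-matched random lists much as it moves the list. A difference between the dishes other than URB597 cannot be told apart from the treatment, because there was 1 array per condition. A response of the cells to URB597 stays open as a hypothesis that replicate cultures would have to test.

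More genes were at least 2-fold higher than lower with URB597, 116 against 14. The excess did not come from the scaling or the background correction alone, since the lowest quotient of higher over lower over these alternatives was 3.56, in the authors' processed values. It was not limited to dim genes near the background, since among the 3935 brightest genes 74 were higher and 10 lower, a quotient of 7.4. After the median of the 50 nearest spots was subtracted, the quotient was 9.33. The treatment and a difference between the dishes both stay open.

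The genes of the cell cycle and DNA replication were lower on the URB597 array, with a median log2 ratio of -0.25 over 33 genes. After the correction for the position on the array, the median was -0.24, so position does not account for the shift. The value nearest to 0 over the scaling and background alternatives was -0.22, with an SD of 0.059 among random lists. The background correction therefore does not account for it either. Scaling was hardly tested here, because it moves the list and its brightness-matched random lists much alike. A difference between the dishes, such as the density of the cells, cannot be told apart from an effect of URB597 with 1 array per condition. Fewer dividing cells in the treated dish may be a reading of these values, which cell counts would have to test.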

How the results depend on the processing

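The authors' detection and the correction for position on the array were added after the data were seen, and the other alternatives were set before. The counts of genes at least 2-fold higher and lower, 116 and 14 in the main setting, were 541 and 152 in the authors' processed values, 872 and 156 with the blank mean subtracted, 247 and 42 with an offset of 10, and 398 and 111 without an offset, which by construction spread the ratios of dim genes. At 1.5-fold they were 412 and 165, and at 3-fold 25 and 3. The other 20 counts stayed within 1.5 times of those in the main setting, from 99 to 122 higher and from 11 to 16 lower. They all come from settings that kept the main offset or left the blank level in the intensities. Their agreement therefore does not test the treatment of the background. Requiring detection on both arrays could not lower the counts, since every gene past 2-fold was detected on both. Of the 116 and 14 genes, 111 and 14 were also past 2-fold in the authors' values.

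TIMP3, SERPINA3, SERPINA7, SERPIND1, MICA and MICB moved by less than their local spread in all 55 comparisons. TIMP3 ranged from 0.90 to 1.11. It was past 2-fold in each setting that subtracted the blank level or lowered the offset, and below 2-fold in the others. SERPINA3 ranged from 1.96 to 2.14, SERPINA7 from 1.43 to 1.61 and SERPIND1 from 1.08 to 1.24. Of 1150 comparisons for other named genes, 147 moved by more than the local spread, and none past 2-fold changed sign. Of 335 comparisons for the gene lists, 4 lost their place outside the middle 95% of the random lists (2 for immediate early genes, 2 for TGF-beta targets and extracellular matrix), 14 gained one, 90 others moved by more than 1 SD of the random lists' medians, and no list outside it changed sign. The medians ranged from 0.47 to 1.025 for acute-phase proteins, from 0.45 to 0.82 for the integrated stress response, from 0.30 to 0.60 for coagulation, from 0.14 to 0.37 for secreted hepatocyte proteins and from 0.24 to 0.47 for the unfolded protein response. The signal over the blank spots limits dim genes, since values near them carry mostly noise.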

Differences from the paper's values

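The text of the paper gives no numbers for the arrays. Read by eye from Fig. 3a, the log2 ratios of the 4 candidates differed from the values here by less than the local spread. The paper counts TIMP3 among the upregulated genes and states no threshold for the arrays. By qRT-PCR in independent experiments, it reports a dose-dependent increase of TIMP3 mRNA. With a log2 ratio of 0.93, TIMP3 was not among the 116 genes at least 2-fold higher here, while it was past 2-fold in the authors' processed values (1.06), with the blank mean subtracted (1.11), with an offset of 10 (1.02) and without an offset (1.05). It stayed below 2-fold without background correction (0.90), with scaling to the median (0.91) or the 75th percentile (0.91) and with loess (0.96). The scalings and loess kept the offset of the main setting, and without background correction the blank level stayed in the intensities. Both draw ratios toward 0, so these settings do not test separately whether TIMP3 falls short of 2-fold.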

Other observations

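The transcripts of the NKG2D ligands were at similar levels on both arrays. MICA had a log2 ratio of 0.06 (local spread 0.28), and MICB had 0.15 (local spread 0.27) at its brighter probe and -0.04 at the other. The 5 detected ligands, with ULBP1, ULBP3 and the weakly detected RAET1L, had a median of 0.03. The paper measured MICA/B mRNA by qRT-PCR with a joint assay and reports no significant change. Of 16 genes of antigen presentation and other ligands of NK cells, the adhesion molecule NECTIN3 was at least 2-fold higher (1.77, and 4.67 in the authors' processed values), B2M had 0.62, HLA-F 0.61 and the poliovirus receptor PVR -0.47, with a median of 0.08 (0.06 to 0.23 over 12 alternatives, of which the authors' processed values and the subtracted blank mean placed it outside the middle 95% of the random lists). In the endocannabinoid system, FAAH itself, the target of URB597, had log2 ratios of 0.28 (0.63 in the authors' processed values) and 0.04 at its 2 probes, and CNR2 had -0.09 (-0.53 in the authors' processed values). CNR1 was detected on the URB597 array only, just above the blank spots. In the authors' processed values it was present on both arrays, with a log2 ratio of 0.52. The median of the 17 detected genes was 0.01, and it ranged from -0.01 to 0.30 over 12 alternatives. The highest value came from genes above the dashed line of Fig. 3a only, and it alone placed the list outside the middle 95% of the random lists.

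Several other lists held large single ratios. CYP1A1, the classic target of the aryl hydrocarbon receptor, had log2 ratios of 2.04 and 1.46 at its 2 probes (3.87 at the brighter in the authors' processed values), while the median of the 7 detected AHR targets was 0.07 (-0.03 to 0.26 over 12 alternatives, of which 1, the correction for position on the array, placed it outside the middle 95% of the random lists). Among 17 targets of NRF2, SRXN1 had 1.17 at its brighter probe and 0.05 at the other, the glutathione synthesis genes GCLC and GCLM had 1.04 and 0.78, and the median was 0.05. Of 17 immediate early genes, DUSP6 (1.40) and KLF6 (1.06) were at least 2-fold higher, although KLF6 had 0.9956 in its lowest alternative. The median of the list was 0.18, which 1 of the 10000 random lists reached. It ranged from 0.12 to 0.39 over the alternatives, and the list lost its place outside the middle 95% of the random lists in the authors' processed values and with the blank mean subtracted. Of 19 TGF-beta targets and matrix genes, CCN1 (2.27), SPARC (1.73, and 3.04 in the authors' processed values), CCN2 (1.55) and fibronectin, FN1 (1.39), were at least 2-fold higher, and the median was 0.08, which 203 of the 10000 random lists reached. It ranged from 0.06 to 0.41, and the list lost its place outside the middle 95% with loess and with the mean over all probes of a gene. The metallothionein list also holds the zinc transporter SLC30A1 (0.30). Of its 10 genes, 7 were below 0, led by MT1X (-0.62), with a median of -0.16, and the metallothionein probes may share signal. Scaling to the median, which gave -0.33, scaling to the 75th percentile and the authors' processed values placed that list outside the middle 95% of the random lists.

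FABP1, the liver fatty acid binding protein, had a log2 ratio of 1.475, while the 23 detected PPAR-alpha targets and genes of fatty acid oxidation had a median of 0.06 (0.05 to 0.22 over 12 alternatives, of which 3 placed it outside the middle 95% of the random lists). The desaturase FADS2 had 0.93 and 1.05 at its 2 probes, and the 16 genes of fatty acid synthesis a median of -0.01. The 19 genes of cholesterol synthesis and uptake had a median of 0.02, with IDI1 highest at 0.44. Of 15 bile acid genes, BAAT had -0.91 and the phospholipid transporter ABCB4 had 0.96, with a median of -0.01. Of 12 targets of PXR and CAR, the transporters ABCB1 and ABCC2 had 0.58 and 0.48, with a median of 0.07. Over the alternatives it ranged from -0.03 to 0.43, and 4 of them placed the list outside the middle 95% of the random lists, among them the authors' processed values with 0.37. The medians were 0.03 for 20 interferon-stimulated genes, -0.05 for 22 genes of hypoxia and glycolysis and 0.02 for 11 housekeeping genes, among which ACTB had -0.12. For 12 markers of fibroblasts, endothelial cells and leukocytes, the median was 0.00053, and LYZ was the highest at 0.96.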
